A study of Bacillus subtilis with 20 samples.

How the data were processed

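The series profiled RNA from Bacillus subtilis plated on GYM7 agar at 30 °C from an early stationary phase inoculum, with or without chloramphenicol at 1 µM, and harvested after 6 h or 24 h. Per the labels, 20 libraries fall into 6 groups: wild type without the drug, 3 libraries at each time; wild type with chloramphenicol, 3 libraries at each time; and a codY deletion mutant, 4 libraries at each time. The labels do not say whether the codY libraries were grown with chloramphenicol, so their drug status is treated as unknown. RNA was extracted with TRI reagent and a DNase kit, and libraries were made with a strand-specific mRNA kit, per the labels' protocols. The labels also name the B. subtilis 168 genome as the reference. The aligner, the read counter and their versions are not given in the sources used here.

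Each of the 4 tables analysed here is a comparison the authors had already computed, with 1 row per gene and no value per library. The column layout is that of DESeq2 results, per the file headers, and no design formula or version is given. The mean column is the authors' mean normalized count of a gene over the libraries of that table, a signal on the scale of counts after the authors' scaling between libraries. The log2 fold change and its standard error (SE) are on the log2 scale as deposited, and the score that goes with them is the authors' Wald statistic. The p-values and adjusted p-values are also those the authors deposited. Dividing fold change by SE returned the deposited Wald statistic in each table. In 3 tables the adjusted p-values equal a Benjamini-Hochberg adjustment over all genes with a p-value. In the chloramphenicol table at 6 h, 86 genes have a p-value and no adjusted p. The highest mean normalized count among them is 3.10 and the lowest among genes with an adjusted p is 3.14, so both sets separate by mean; the reason is not given, and those genes were left without a call. In the codY table at 6 h, 6 genes have a p-value listed as 0.

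The chloramphenicol tables carry the words for treated against untreated in their names, so a positive fold change was read as higher with the drug. The codY tables name no comparator. Their direction was checked on codY itself, which is lower in both, so a positive fold change was read as higher in the mutant. Which libraries form the comparator, and whether they are the wild-type libraries of the chloramphenicol tables, is not stated.

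All 4 tables list the same 4428 genes. A table of the annotation of strain 168 (assembly ASM904v1, the genome the labels name) gave locus tags, 1-based coordinates and lengths; 4235 names matched a single symbol there, and 187 had no entry under any name or synonym. Of the unmatched names, 96 start with zp and 60 with SOX or CCQ; they are used as listed. Genome sequence was not used here, so GC content was not examined. Many of the genes named below overlap a neighbour in the annotation, by 44 bp for sboA and sboX, 29 bp for ntdB and ntdA, and less for bmrC, ilvB, purE, purQ, pyrB, xpt, pbuX and the nar and puc genes concerned; how reads in an overlap were counted is not given, so these values are uncertain to that extent.

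A gene was called when the authors' adjusted p was under 0.05 and its absolute log2 fold change was 1 or more. The difference of an effect between 24 h and 6 h was tested per gene by dividing the difference of both log2 fold changes by the root of their summed squared SEs, with a two-sided normal p-value, Benjamini-Hochberg adjustment over all genes with both estimates, and the same thresholds. This test assumes that the tables share no library, and it takes the deposited SEs as known. Overlap between tables was described by the share of genes called in both that have the same sign, with an exact (Clopper-Pearson) 95% interval, and by correlations across genes. Genes are not independent replicates, so the intervals describe counting error only and the correlations carry no p-value. For the codY and chloramphenicol tables at one time, 100 simulations drew errors of the deposited size with the error of 3 wild-type libraries shared, once with unchanged groups and once with independent effects of the observed size.

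There are 17 gene lists, written from general knowledge of B. subtilis operons and regulons: surfactin synthetase, the eps operon, matrix proteins, flagella and chemotaxis, CodY-repressed genes, ribosomal proteins, the pur and pyr operons, the bacillaene pks cluster, pyruvate dehydrogenase, acetoin synthesis, branched-chain keto acid degradation, sporulation, SigB general stress, siderophore and iron uptake, competence, and antibiotic-induced ribosome protection and efflux. No gene is in more than 1 list. For each list the median log2 fold change was set beside the medians of 10000 random lists of the same size, matched on 10 strata of mean count. The resulting 68 percentiles describe these tables and are not tests, since members of an operon move together. Counts of called members are given over all genes tested and with p-values adjusted over the list alone.

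Genes are named by rule: codY, hag, srfAA, epsA, tasA, bslA, ilvB, purE, pyrB and bmrC in each table; in each table the 4 highest and 4 lowest log2 fold changes among called genes with a mean of 50 or more; and for each difference between times the 3 highest and 3 lowest Wald statistics among genes past its threshold with a mean of 50 or more in both tables. Any other gene named was chosen after its values were seen. The groups, tests, gene lists, this naming rule and the alternatives (adjusted p thresholds of 0.01 and 0.1, no minimum fold change, minima of 1.5-fold and 4-fold, recomputed adjustment, a mean count minimum of 50, a Wald test against a 2-fold change, and centring on the median) were fixed before the data were examined.

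Because no library has values of its own here, the depth of each library is unknown, no value per replicate or SD can be given, and the SEs carry what is known of the spread between libraries. The median SE is 0.345 for chloramphenicol at 6 h, 0.236 for chloramphenicol at 24 h, 0.239 for codY at 6 h and 0.285 for codY at 24 h in the authors' deposited tables. The planned tests on counts and on normalized values per library were therefore replaced by the authors' Wald tests. Steps computed here used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with figures from matplotlib 3.10.9.

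The calculations were tested on simulated estimates with the real SEs and 200 changed genes. The errors thus had the size that the tests assume, and recovery depends on how large the planted changes were. These figures check the calculations and do not tell what share of real changes would be found. The calling rule recovered 96% of the changed genes with 8 false calls among 4425 genes for chloramphenicol at 6 h, and 100% with 1 false call among 4424 genes for chloramphenicol at 24 h. For codY at 6 h it recovered 98.5% with 3 false calls among 4424 genes. For codY at 24 h it recovered 98.5% with 0 false calls among 4423 genes. The test of the difference between times recovered 93.5% for chloramphenicol, with 17 false calls among 4424 genes, and 93.5% for codY, with 8 among 4422. For chloramphenicol the false calls were a larger share of the genes called than the adjusted p threshold of 0.05. Of 100 lists drawn at random in the chloramphenicol table at 6 h, 4 fell outside the central 95% of matched lists.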

Results

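Transcript levels were measured by strand-specific RNA sequencing in Bacillus subtilis grown on agar plates, a soil bacterium that can spread over a surface by sliding, a form of movement driven by growth and surfactant. The series asks how a concentration of chloramphenicol too low to stop growth induces sliding. Chloramphenicol is an antibiotic that binds the ribosome and blocks peptide bond formation. Wild-type cells with 1 µM of the drug (3 libraries) and without it (3 libraries) were compared at 6 h and again at 24 h. A mutant lacking codY (4 libraries at each time) was compared with a comparator that the tables do not name. CodY is a repressor that senses branched-chain amino acids and GTP and silences many genes of nutrient uptake and amino acid synthesis. The 20 libraries enter the analysis as 4 tables of fold changes computed by the authors, so values below are the authors' estimates with their standard errors (SE), the depth of each library is unknown, and how many libraries of a group show a direction cannot be given.

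The deleted gene was examined first. The codY transcript had a log2 fold change of -13.75 (SE 1.01) at 6 h and -10.80 (SE 1.36) at 24 h in the authors' deposited tables for codY, with adjusted p-values of 3.62e-40 and 1.23e-13 from the authors' Wald test. Such fitted values for a deleted gene depend on the fit and are no measure of how far the transcript fell. Chloramphenicol left codY itself unmoved beyond its error, at -0.06 (SE 0.25) at 6 h and 0.07 (SE 0.18) at 24 h in the authors' deposited tables. The codY gene, locus tag BSU_16170, lies at positions 1690119 to 1690898 of the B. subtilis 168 chromosome (assembly ASM904v1), to which all coordinates here refer.

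The effect of chloramphenicol at 6 h was taken from wild-type cells with and without the drug. In the authors' deposited table, 792 genes passed an adjusted p of 0.05 with an absolute log2 fold change of 1 or more, 345 higher and 447 lower with the drug. The alternative that moved this count most was a test against a 2-fold change, which left 100 genes. Without any minimum fold change, 1037 genes had an adjusted p under 0.05. Here and below, highest and lowest are taken among called genes with a mean normalized count of 50 or more. The highest values belonged to genes of purine synthesis and uptake: guaC at 4.28 (SE 0.64), purQ at 4.28 (SE 1.12), xpt at 4.24 (SE 1.16) and pbuX at 4.22 (SE 1.25) in the authors' deposited table. The SEs of purQ, xpt and pbuX were more than 3 times the table's median SE of 0.345, so their order is not resolved. The lowest values belonged to genes of anaerobic respiration and of the peptide antibiotic subtilosin: sboX at -6.25 (SE 0.52), arfM at -6.19 (SE 0.51), sboA at -5.94 (SE 0.55) and narG at -5.75 (SE 0.64) in the authors' deposited table. The annotated sboA (positions 3836058 to 3836189) and sboX (positions 3836146 to 3836298) overlap by 44 bp, so reads in the overlap are uncertain between them. The respiratory nitrate reductase gene narG lies nearby at positions 3826259 to 3829945, and arfM at positions 3830141 to 3830617.

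Of the genes fixed in advance, purE rose by 4.20 (SE 0.67), bmrC by 2.64 (SE 0.36), pyrB by 2.08 (SE 0.46) and srfAA by 1.26 (SE 0.42) with chloramphenicol at 6 h in the authors' deposited table, all with an adjusted p under 0.05. The multidrug transporter gene bmrC had an adjusted p of 4.24e-11, and srfAA, for the first surfactin synthetase subunit, one of 0.0170, in the authors' deposited table. The branched-chain amino acid synthesis gene ilvB was lower, at -1.93 (SE 0.31, adjusted p 2.77e-08) in the authors' deposited table. For epsA the value of 1.00 (SE 0.29, adjusted p 0.00415) in the authors' deposited table lay just under the minimum of 1 before rounding. The flagellin gene hag (0.63, SE 0.30), the matrix gene tasA (-0.70, SE 0.35) and bslA (0.24, SE 0.37) did not pass in the authors' deposited table at 6 h.

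At 24 h fewer genes were called for chloramphenicol than at 6 h, an order that turns when a change beyond 2-fold is tested (133 against 100). The authors' deposited table held 351 called genes, 219 higher and 132 lower, and 726 with an adjusted p under 0.05 at any fold change. The highest values were all in purine degradation: pucC at 8.87 (SE 0.42), pucI at 8.78 (SE 0.31), pucK at 8.50 (SE 0.30) and pucB at 8.36 (SE 0.32) in the authors' deposited table. The genes pucK, pucC and pucB lie close together between positions 3331857 and 3339948, and pucI lies apart at positions 3752280 to 3753752. The annotated pucC and pucB overlap by 4 bp. The lowest values were those of the nitrate reductase operon: narI at -3.26 (SE 0.30), narJ at -2.94 (SE 0.34), narG at -2.76 (SE 0.32) and narH at -2.71 (SE 0.32) in the authors' deposited table. Neighbouring genes of this operon overlap, narI and narJ by 4 bp and narG and narH by 11 bp. Of the genes fixed in advance, purE was the only one called, at 1.03 (SE 0.32, adjusted p 0.0117), in the authors' deposited table at 24 h. The values of hag (-0.34, SE 0.16), srfAA (0.52, SE 0.27), epsA (0.26, SE 0.24), tasA (0.35, SE 0.28), bslA (0.42, SE 0.18), ilvB (-0.04, SE 0.22), pyrB (0.10, SE 0.26) and bmrC (-0.17, SE 0.26) did not pass in the authors' deposited table.

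The codY comparison at 6 h asks which genes depend on this regulator. Any other difference between the mutant and its unnamed comparator would also appear in it. There were 1123 called genes in the authors' deposited table, 489 higher and 634 lower in the mutant, and 2264 at any fold change. The highest belonged to the frl operon for uptake and breakdown of fructosamines: frlM at 10.57 (SE 0.25), frlO at 10.38 (SE 0.22), frlN at 9.92 (SE 0.26) and frlB at 9.79 (SE 0.19) in the authors' deposited table. The frl genes span positions 3347919 to 3352096. Below codY, the lowest were genes of the poly-glutamate capsule: capA at -8.96 (SE 0.26), edmS at -8.50 (SE 0.41) and capB at -7.34 (SE 0.28) in the authors' deposited table, between positions 3697639 and 3700627. Of the fixed genes, bmrC (2.90, SE 0.12), pyrB (2.34, SE 1.02) and ilvB (1.71, SE 0.16) were called higher, and srfAA (-2.17, SE 0.30) and bslA (-2.22, SE 0.25) lower, in the authors' deposited table. The remaining fixed genes epsA (0.98, SE 0.19), hag (-0.39, SE 0.14), tasA (-0.77, SE 0.38) and purE (0.14, SE 1.32) did not reach both thresholds in the authors' deposited table, though epsA would on centring (1.03).

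At 24 h the authors' deposited table for codY held 803 called genes, 276 higher and 527 lower, and 1370 at any fold change. The same 4 genes were highest, frlB at 7.98 (SE 1.12), frlO at 7.75 (SE 1.10), frlN at 7.43 (SE 0.63) and frlM at 7.34 (SE 0.66) in the authors' deposited table. Below codY came ntdB at -6.35 (SE 0.40) and ntdC at -5.71 (SE 0.27), of the neotrehalosadiamine operon, and the spore coat gene cotJC at -5.63 (SE 0.52) in the authors' deposited table. Of the fixed genes, tasA (2.30, SE 0.33), epsA (2.09, SE 0.23) and purE (1.32, SE 0.34) were called higher, and bmrC (-3.01, SE 0.50), hag (-1.77, SE 0.21) and srfAA (-1.76, SE 0.26) lower, in the authors' deposited table. The values for ilvB (0.82, SE 0.24), pyrB (0.87, SE 0.35) and bslA (-0.06, SE 0.16) did not reach both thresholds in the authors' deposited table.

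**Figure D1:**
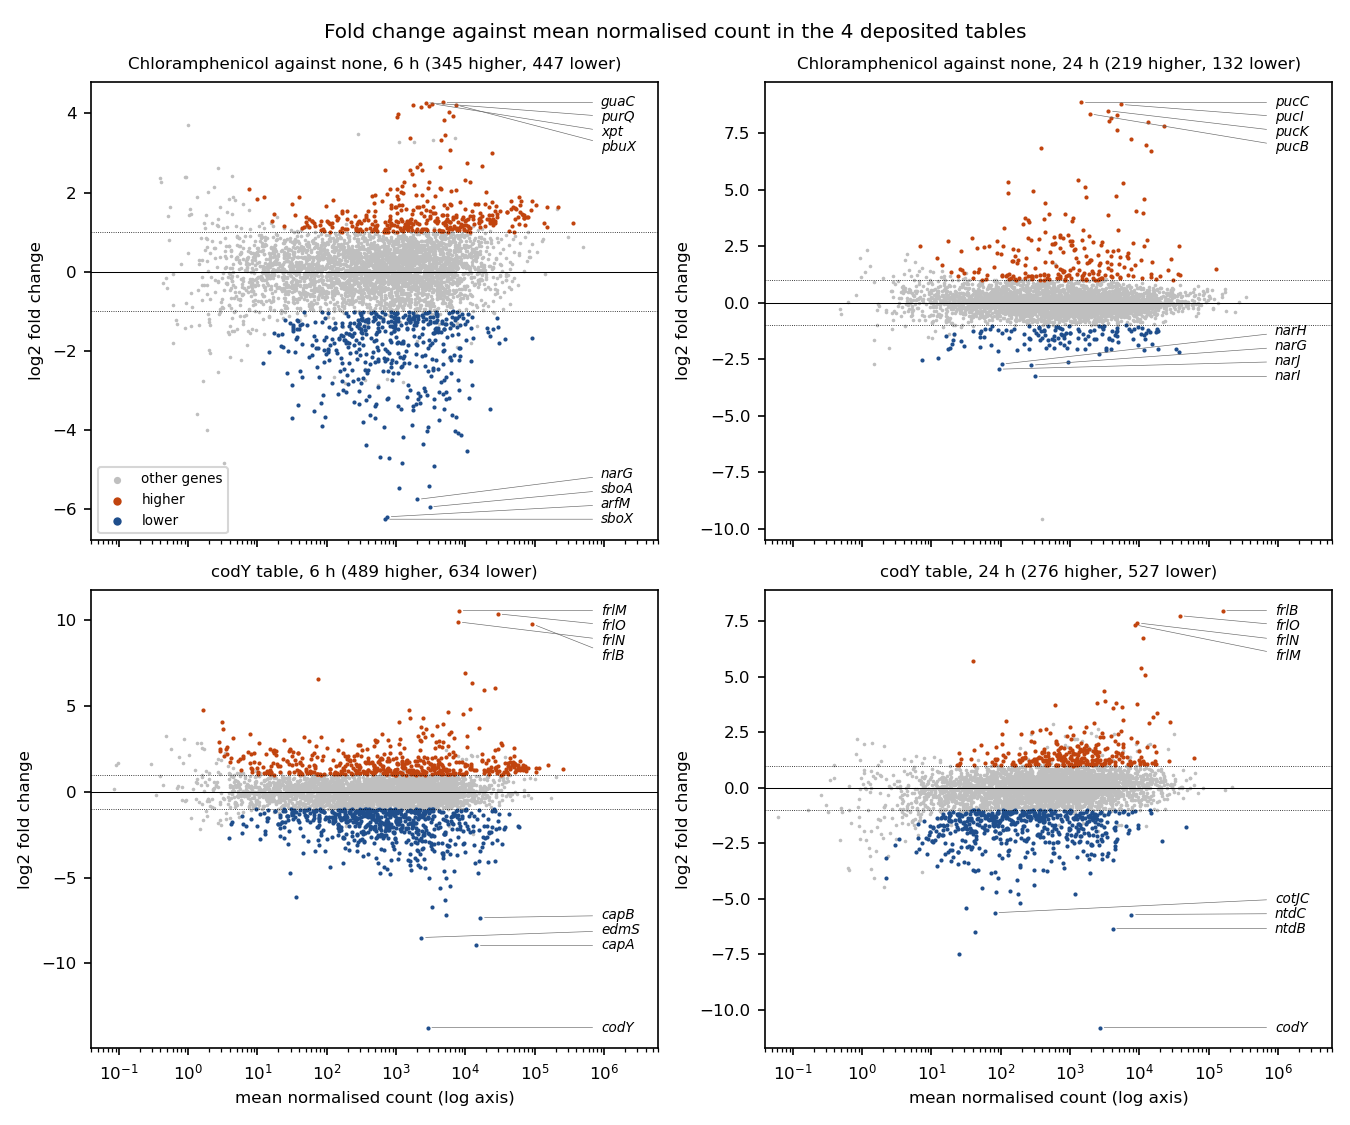
Log2 fold change (vertical axis) against the mean normalised count (horizontal log axis) of each gene in the 4 deposited tables; called genes are coloured, the dotted lines mark the minimum fold change, and the genes named by rank are labelled. The highest points are purine genes for chloramphenicol (puc genes near 8 to 9 at 24 h) and frl genes for codY, and genes with a mean of 0 are not drawn.

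The difference between 24 h and 6 h was tested per gene for each effect. For chloramphenicol, 1020 of 4424 genes differed, with 559 having the higher fold change at 24 h and 461 the lower (614 and 384 after centring). The alternative that moved this count most, an adjusted p threshold of 0.01, left 721. For codY, 1351 of 4422 genes differed, 653 higher and 698 lower at 24 h; among genes with a mean of 50 or more in both tables the balance turned, to 623 higher and 502 lower. Among genes called at both times, 68 had opposite signs for chloramphenicol and 60 for codY in the authors' deposited tables. The largest positive Wald statistics for chloramphenicol were those of pucH, pucL and pucG and the most negative those of SOX90586, pckA and gapB. For codY they were those of capC, capB and putB, and of ycdA, ntdC and bmrC.

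Chloramphenicol called 138 genes at both times, against 62.8 expected from the numbers called. Of these, 70 genes (50.7%, interval 42.1% to 59.3%) had the same sign. Across 4424 genes the log2 fold changes at both times had a Pearson correlation of -0.013 and a Spearman correlation of -0.095, in the authors' deposited tables.

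Whether the codY deletion and chloramphenicol move genes the same way was compared at each time. At 6 h, 507 genes were called in both tables, and 464 of them (91.5%, interval 88.7% to 93.8%) had the same sign. The Pearson correlation across 4423 genes was 0.549 and the Spearman correlation 0.558. If both tables used the same wild-type libraries, unchanged groups would have a correlation of 0.482 on average (range 0.399 to 0.557 over 100 simulations), and independent effects of the observed size 0.071 (0.022 to 0.113) with 56.5% of genes called in both having the same sign. The observed correlation lies inside the range for unchanged groups and above that for independent effects; with 792 and 1123 genes called, the groups of these tables are not unchanged. At 24 h, 145 genes were called in both tables and 132 (91.0%, interval 85.2% to 95.1%) had the same sign, with a Pearson correlation of 0.369 and a Spearman correlation of 0.298. The simulated values at 24 h were 0.462 (0.376 to 0.536) for unchanged groups, above the observed correlation, and 0.082 (0.036 to 0.128) with 54.6% for independent effects. These simulations assume shared wild-type libraries, which the tables do not state. Without a minimum fold change the share at 24 h was 83.0%.

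**Figure D2:**
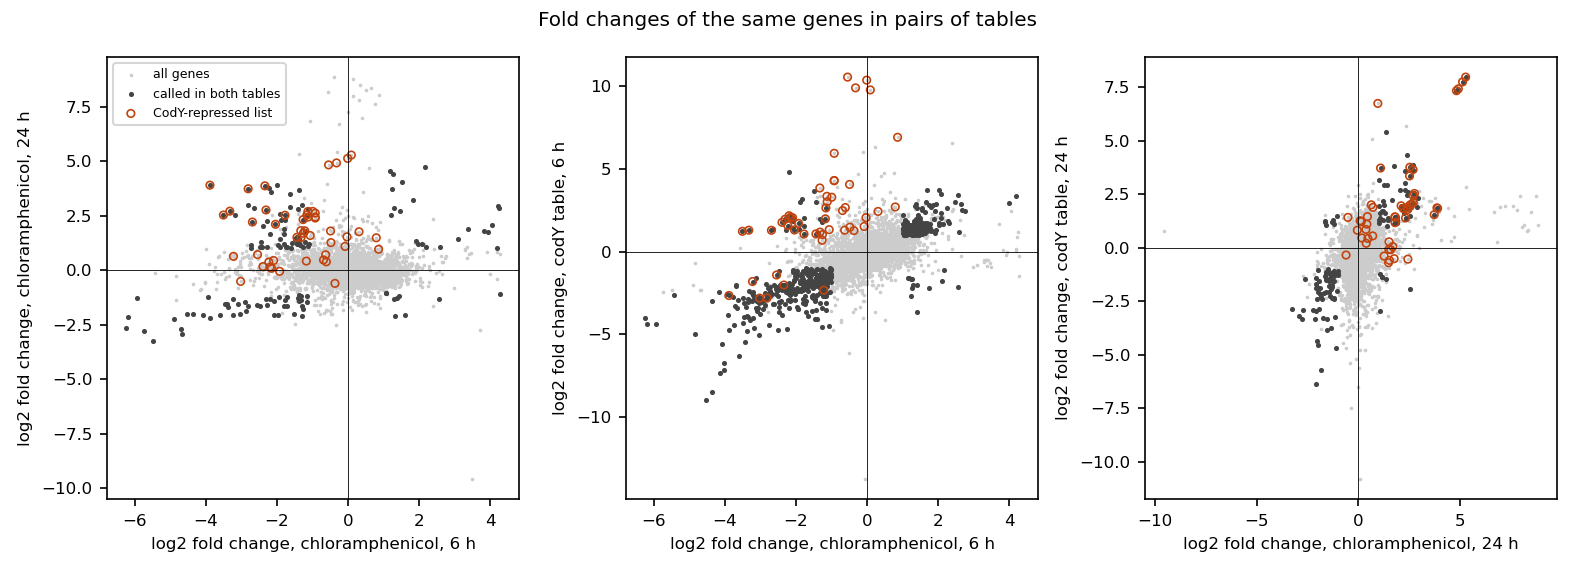
Log2 fold changes of the same genes in pairs of tables: chloramphenicol at 6 h and 24 h (left), and codY against chloramphenicol at 6 h (middle) and 24 h (right); dark points are genes called in both tables and circles are the 48 CodY-repressed genes found. The dark points lie on both diagonals in the left panel (70 the same sign, 68 opposite) and mostly along the rising diagonal in the others.

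Gene lists fixed in advance showed the CodY-repressed genes, of which 48 of 52 were found, moving in opposite directions under chloramphenicol at the 2 times. Their median was -1.20 at 6 h, at percentile 0 of matched random lists, with 0 members called higher and 23 lower (24 when adjusted over the list alone) in the authors' deposited table. At 24 h the median was 1.79, at percentile 100, with 33 called higher and 0 lower (33 when adjusted over the list alone) in the authors' deposited table. The difference between times passed the threshold for 44 of the 48 genes, all 44 higher at 24 h. In the codY mutant the median was 1.87 at 6 h, with 40 called higher and 7 lower, and 1.45 at 24 h, with 32 higher and 0 lower, in the authors' deposited tables, and adjustment over the list alone gave the same counts. Of the 43 genes called with opposite signs in the codY and chloramphenicol tables at 6 h, 15 are in this list, and of the 13 such genes at 24 h, 0 are.

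Several lists moved alike in both 6 h tables. The 55 ribosomal protein genes had medians of 1.36 with chloramphenicol and 1.27 in the mutant, with 45 and 40 called higher (48 and 40 adjusted over the list alone) and 1 lower in each, in the authors' deposited tables at 6 h. At 24 h their medians were 0.23 with chloramphenicol and 0.38 in the mutant, with 0 called in the first and 3 higher and 3 lower in the second in the authors' deposited tables. The 15 SigB general stress genes found of 18 had medians of -2.51 and -2.52 at 6 h, with 13 called lower in each table (13 adjusted over the list alone), and of 0.40 and -0.63 at 24 h, where 1 was called lower in the mutant, in the authors' deposited tables. The 16 genes of the bacillaene pks cluster had medians of -2.21 and -2.86 at 6 h, with 12 and 14 called lower (12 and 14 adjusted over the list alone), and of 0.26 and 0.15 at 24 h in the authors' deposited tables. The 4 pyruvate dehydrogenase genes had medians of 2.10 and 2.11 at 6 h, with 4 called higher in each (4 adjusted over the list alone), and of 0.38 and 0.18 at 24 h in the authors' deposited tables. The 4 ribosome protection and efflux genes had medians of 2.26 and 2.24 at 6 h, with 3 called higher in each (3 adjusted over the list alone), and of 0.01 and -1.74 at 24 h, where 2 were called lower in the mutant, in the authors' deposited tables. The 8 genes of branched-chain keto acid degradation had medians of 0.85 and 0.98 at 6 h and of 0.38 and 1.71 at 24 h, with 3, 3, 0 and 7 called higher, in the authors' deposited tables, and as many when adjusted over the list alone. For all lists of this paragraph the 24 h counts were unchanged by adjustment over the list alone.

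The nucleotide operons rose with chloramphenicol at 6 h. The 12 pur genes had a median of 3.64, with 8 called (12 adjusted over the list alone), and the 10 pyr genes one of 2.00, with 10 called (10 adjusted over the list alone), in the authors' deposited table at 6 h. At 24 h the medians were 0.91 and 0.77, with 4 called in each (4 adjusted over the list alone), in the authors' deposited table. In the mutant the pur median was -0.36 at 6 h with 0 called and 1.55 at 24 h with 12 called, and the pyr medians were 2.06 with 3 called and 0.82 with 1 called, in the authors' deposited tables; adjusted over the list alone these counts were 0, 12, 1 and 1. The median SE of the pur genes was 1.16 for chloramphenicol and 1.43 for codY at 6 h, against 0.260 and 0.327 at 24 h, in the authors' deposited tables, so the 6 h values of this operon are imprecise.

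Genes linked to surface movement differed between the chloramphenicol and the codY tables. The comparator of the codY tables is not named, and its mean counts did not match those of untreated wild type, as given below. A difference of comparator or strain therefore stays open, beside the deletion, for the values of the mutant here. The 4 surfactin synthetase genes had a median of 1.35 with 4 called higher at 6 h and of 0.78 with 0 called at 24 h under chloramphenicol in the authors' deposited tables. In the mutant the medians of these genes were -2.11 and -1.59, with 4 called lower each time, in the authors' deposited tables. Adjustment over the list alone gave the same counts in all 4 tables. The 41 flagella and chemotaxis genes had medians of -0.51 and -0.15 under chloramphenicol, with 2 called higher and 1 lower at 6 h and 0 called at 24 h, in the authors' deposited tables. The median at 6 h stood at percentile 0, below the range of -0.13 to 0.45 for medians of random lists. Weighted by precision, the mean at 6 h was -0.06. No weighted means of random lists were made, so this value has no range to stand against. Because median and weighted mean differ this far, no direction is given for this list under the drug. In the mutant their median was -0.31 with 0 called at 6 h and -2.12 with 41 called lower at 24 h in the authors' deposited tables, and adjustment over the list alone gave the same counts. The difference between times in the mutant passed the threshold for 39 of these 41 genes. The 15 eps genes had medians of 0.33 and 0.26 under chloramphenicol and 0.41 and 1.31 in the mutant, with 14 called higher in the mutant at 24 h and 0 called in the other tables, in the authors' deposited tables and when adjusted over the list alone. The 4 matrix protein genes had medians of 0.04, 0.29, -0.39 and 2.18 in the same order, with 3 called higher in the mutant at 24 h and 1 lower at 6 h, in the authors' deposited tables and when adjusted over the list alone.

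For the remaining lists the medians for chloramphenicol at 6 h, chloramphenicol at 24 h, codY at 6 h and codY at 24 h are given in that order. The 36 sporulation genes had medians of -0.07, 0.28, -0.19 and -1.56, with 22 called lower in the last (22 adjusted over the list alone), in the authors' deposited tables. At 6 h, 1 sporulation gene was called higher and 2 lower with chloramphenicol (1 and 1 adjusted over the list alone), and 1 higher and 8 lower in the mutant (0 and 5), in the authors' deposited tables. For chloramphenicol at 24 h the positive median of this list went with 1 gene called higher and 5 lower (1 and 6 adjusted over the list alone) in the authors' deposited table. The 2 acetoin genes had medians of -0.10, -0.12, -3.00 and 0.79, with 2 called lower in the codY table at 6 h (2 adjusted over the list alone), in the authors' deposited tables. The 14 siderophore and iron uptake genes had medians of -0.61, 0.02, 0.20 and 0.11, with 2 called lower in the first table and 1 higher in the codY table at 6 h, in the authors' deposited tables and when adjusted over the list alone. The 18 competence genes had medians of 0.19, 0.29, -0.08 and 0.02, with 1 called higher in each 6 h table and 0 called at 24 h, in the authors' deposited tables and when adjusted over the list alone.

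**Figure D3:**
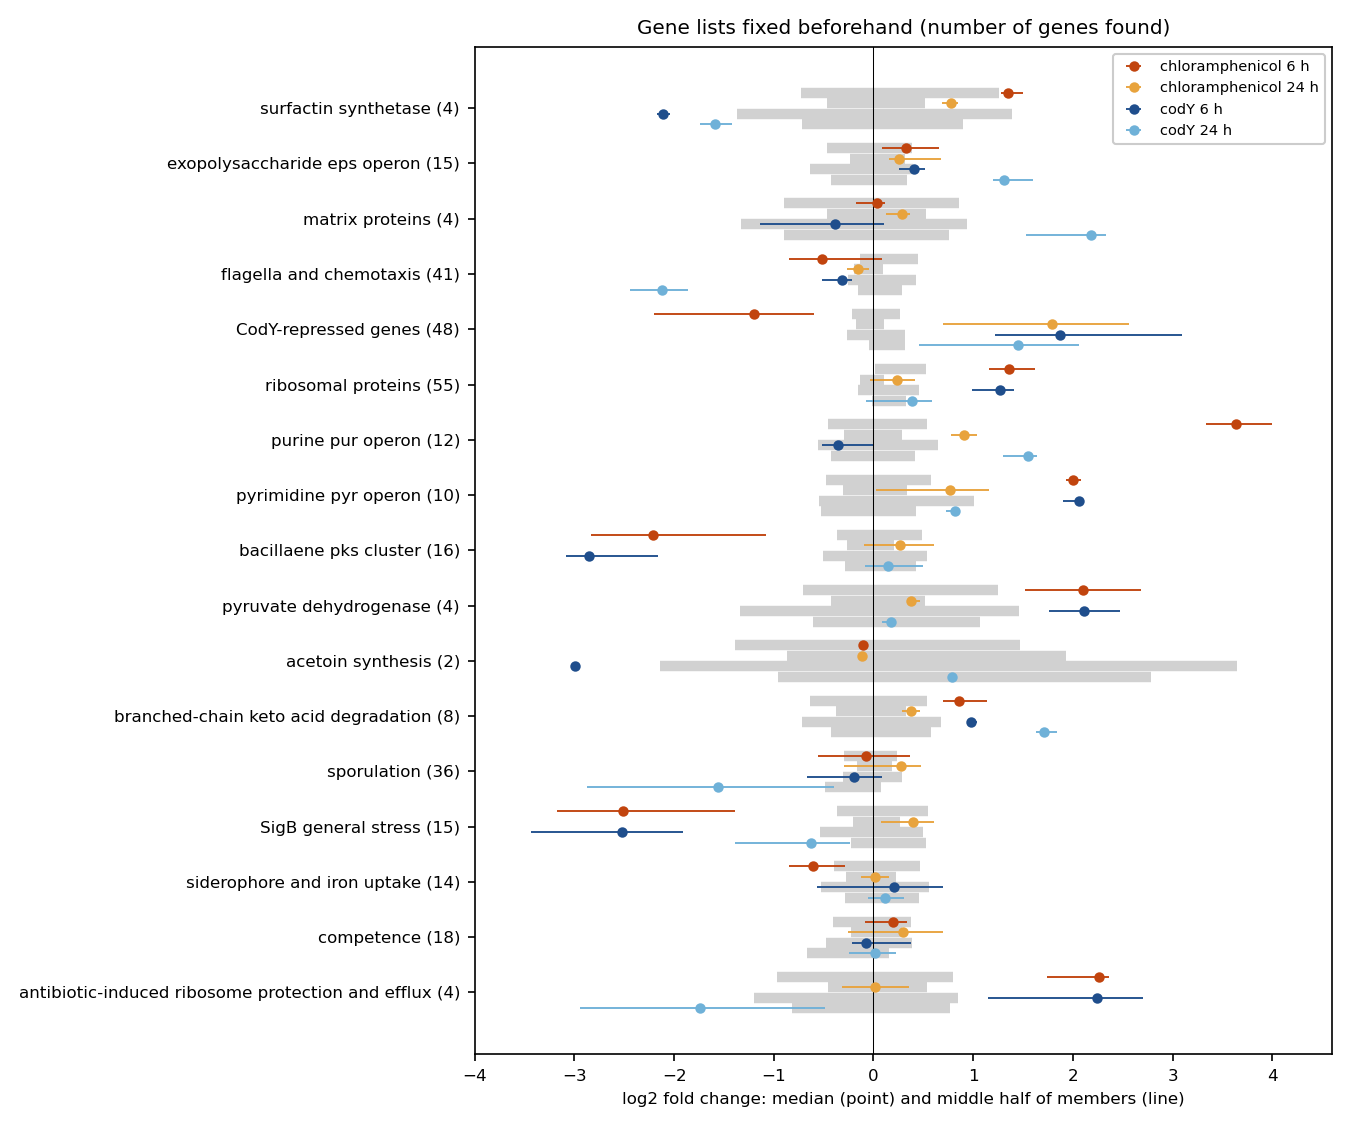
Median log2 fold change (points) and the interquartile range of the members (coloured lines) for 17 gene lists in the 4 deposited tables, with grey bars for the central 95% of medians of 10000 random lists matched on mean count. The CodY-repressed list lies at -1.20 for chloramphenicol at 6 h and at 1.79 for chloramphenicol at 24 h, and flagella lie at -2.12 for codY at 24 h.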

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

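Each item below is here because an effect differed between 24 h and 6 h by a test of the difference itself. None of the tests in this part was chosen only after the result was seen, and no library has values of its own, so none was compared with the others of its group.

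For chloramphenicol, 1020 genes differed between times, and for codY 1351. The first technical reading is a bias of gene length. Among genes of 1000 bp or more, 26.8% differed for chloramphenicol, against 23.1% of all genes, and 33.4% against 30.6% for codY, which argues against short genes as the source. Low counts were examined next: 92.2% of the differing genes for chloramphenicol and 82.8% for codY had a mean of 50 or more in both tables. Among all genes, 3637 of 4424 did so for chloramphenicol. For codY, 3688 of 4428 genes did so at 6 h and 3675 at 24 h. Most differing genes are thus not low in count, but the codY share is near that of all genes. Low counts are not excluded as a source of the rest. A difference of scaling between tables would vanish on centring, but 998 genes differed after centring for chloramphenicol, 943 of them among the 1020, and 1363 for codY, 1304 of them among the 1351. Centring moved the balance of directions more than the total, to 614 higher and 384 lower at 24 h for chloramphenicol (559 and 461 before) and to 606 and 757 for codY (653 and 698 before), so the balance depends on scaling. With a mean of 50 or more in both tables it was 501 and 456 for chloramphenicol and 623 and 502 for codY, and at an adjusted p of 0.01 it was 554 and 544 for codY, so the excess of lower genes for codY is not robust and no direction is given to it. The time of harvest is the difference the design names, and no biological explanation was tested. Library depth was not examined, and for codY the unnamed comparator stays open.

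For chloramphenicol, the genes of purine degradation changed most. The differences (24 h minus 6 h, log2) were 7.86 for pucH (SE 0.41), 7.49 for pucL (SE 0.42) and 6.95 for pucG (SE 0.39), computed from the authors' deposited tables, where their fold changes at 6 h were 0.13, 0.32 and -0.25. The opposite change was seen for SOX90586 at -4.56 (SE 0.42), which went from 4.17 to -0.39 in the authors' deposited tables and has no match in the annotation used. The gluconeogenesis genes pckA, at -3.64 (SE 0.39), and gapB, at -3.41 (SE 0.40), were called higher at 6 h and lower at 24 h in the authors' deposited tables. Rises at 6 h were smaller or not called at 24 h: purE, still called higher at 24 h, differed by -3.17 (SE 0.74), pyrB by -1.98 (SE 0.53) and bmrC by -2.81 (SE 0.45). The gene ilvB differed by 1.89 (SE 0.38), from -1.93 at 6 h to -0.04 at 24 h in the authors' deposited tables.

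For codY, the capsule genes capC and capB differed by 6.52 (SE 0.38) and 6.56 (SE 0.39): at 6 h they stood at -7.17 and -7.34, and at 24 h at -0.65 and -0.78, in the authors' deposited tables. The proline dehydrogenase gene putB differed by 4.98 (SE 0.37), tasA by 3.08 (SE 0.50), bslA by 2.16 (SE 0.29) and epsA by 1.11 (SE 0.30). In the other direction, bmrC differed by -5.91 (SE 0.51), ntdC by -4.48 (SE 0.37), ycdA by -3.76 (SE 0.31) and hag by -1.38 (SE 0.26). The reversal of bmrC, from 2.90 to -3.01 in the authors' deposited tables, was shared by its neighbour bmrD, chosen after its values were seen, with 2.64 at 6 h and -2.93 at 24 h in the authors' deposited tables. Each of these named differences kept its sign and its side of the threshold when the tables were centred. The unnamed comparator of the codY tables stays open for them.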

How the results depend on the processing

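The alternatives here were all set beforehand, and none was added later. Counts of called genes moved by more than 1.5 times only through the fold change asked for, since each of these alternatives changes that minimum by construction. With a 4-fold minimum the tables held 207 genes (chloramphenicol, 6 h), 116 (chloramphenicol, 24 h), 381 (codY, 6 h) and 227 (codY, 24 h). A Wald test against a 2-fold change left 100, 133, 384 and 189 in the same order, which turns the order of the chloramphenicol counts at 6 h and 24 h. With no minimum the counts were 726 for chloramphenicol at 24 h, 2264 for codY at 6 h and 1370 for codY at 24 h, and with a 1.5-fold minimum 670, 1835 and 1251; for chloramphenicol at 6 h both gave 1037, within 1.5 times of 792. Adjusted p thresholds of 0.01 and 0.1, a recomputed adjustment, a mean count of 50 or more and centring on the median left each count within 1.5 times of the main one. The median log2 fold change of genes with a mean of 50 or more was 0.05, -0.03, -0.05 and 0.02 in the same order, so centring shifted no table by more than 0.1.

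The share of genes with the same sign in the codY and chloramphenicol tables at 24 h fell to 83.0% with no minimum fold change, where 330 genes were called in both; the cause was not tested. Among genes with a mean of 50 or more the Pearson correlation rose to 0.602 at 6 h and 0.403 at 24 h. The shares at 6 h, and between the times for chloramphenicol, stayed within their intervals. The total counts of genes differing between 24 h and 6 h stayed within 1.5 times under each alternative run. By direction this did not hold throughout. At an adjusted p of 0.01 the chloramphenicol genes lower at 24 h went from 461 to 295, and those higher from 559 to 426.

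Of 171 values of named genes under alternatives, 170 kept their sign and their side of the adjusted p threshold. The exception was the difference of the chloramphenicol effect on tasA, which went from 1.05 (adjusted p 0.0715) to 1.13 (adjusted p 0.0490) on centring. The minimum fold change was also crossed by epsA in the codY table at 6 h, from 0.98 to 1.03 on centring, which makes it a call. The count of 170 says little of robustness. Outside chloramphenicol at 6 h the recomputed adjustment equals the deposited one, so those values could not change. The shifts on centring were small. Among the list medians given next, those of lists whose members all have a mean of 50 or more cannot change under that minimum. Of 204 list medians under alternatives, 183 moved by less than 0.25 of the central 95% range of random lists and 20 moved further. The remaining 1, which lay outside the spread of random lists, reversed: competence genes with chloramphenicol at 24 h went from a median of 0.29 to a weighted mean of -0.016. In that list 12 members were positive and 6 negative. The flagella list with chloramphenicol at 6 h went from a median of -0.51 to a weighted mean of -0.06, with an unweighted mean of -0.33. Of its members 30 were negative and 11 positive. Its size at 6 h thus depends on the summary used. Members were not split by SE, so how much of this shift comes from precision is not known. Inside the spread of random lists, other medians also changed sign. Median and weighted mean differed in sign for matrix proteins (0.04 and -0.10) and sporulation (-0.07 and 0.05) with chloramphenicol at 6 h. They also did so for iron uptake (0.02 and -0.04) and efflux (0.01 and -0.09) with chloramphenicol at 24 h, and for competence with codY at 24 h (0.02 and -0.05). Among members with a mean of 50 or more, the sporulation median with chloramphenicol at 6 h became 0.17. The same restriction took competence with codY at 24 h to -0.053. Centring took matrix proteins with chloramphenicol at 6 h to -0.014.

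No paired analysis was possible because the values analysed here are fold changes per comparison, with no value per library. For the same reason leaving out each replicate in turn, other splits of the libraries, another count model or scaling, a filter on low counts per library and another pseudocount were not run. One library deciding a value cannot be ruled out from these tables, and genes with large SEs, such as the pur operon at 6 h, are where this matters most.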

Other observations

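The tests chosen only after the result was seen are those of the comparator means over all genes, the sum over the sfp locus, 1 library apart as the source of the pur SEs, and the puc level in the comparator. The DegU and puc lists were chosen after the values of degQ and of leading puc genes had been seen. The readings of the ribosomal proteins for codY at 24 h and of DegU at 6 h were also made more cautious, to undecided, after their values were seen; by the rule first set both explanations would have counted as excluded.

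CodY-repressed genes moved opposite ways under chloramphenicol at the 2 times, and across all genes the effects at 6 h and 24 h did not correlate (-0.013). Measurement error alone would leave room for a correlation of up to 0.796, given the deposited SEs, so noise is not a sufficient reading. A candidate explanation is that CodY activity rises under the drug at 6 h and falls by 24 h, as the list's medians of -1.20 and 1.79 would need, but no measurement of CodY activity was analysed here, and the codY transcript did not change. Of the 68 genes called with opposite signs at both times, 13 were in the list, so the reversal is wider than this list.

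The codY and chloramphenicol effects correlated across genes at 6 h (0.549). Shared wild-type libraries with independent effects gave 0.071 in simulation, and among 1356 genes of 1000 bp or more the correlation was 0.546, so neither gene length nor shared controls on top of independent effects is enough to produce it. Ribosomal protein genes rose in both 6 h tables. Against lists matched on length as well as mean count their medians stood at percentile 100 for chloramphenicol at 6 h, 99.965 for chloramphenicol at 24 h and 100 for codY at 6 h, which argues against a length bias in these 3 tables. For codY at 24 h the percentile was 97.805, close to the edge of the random lists, and there a length bias and a shift of the list cannot be told apart.

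Whether the codY libraries were grown with chloramphenicol would matter for this likeness. At 6 h the ribosome protection and efflux genes, a list fixed in advance, had medians of 2.26 with chloramphenicol and 2.24 in the codY table, and bmrC values of 2.64 and 2.90, in the authors' deposited tables, as drug exposure of the codY libraries would give. The pur genes, at 3.64 and -0.36 in the authors' deposited tables at 6 h, did not follow, but are imprecise. Exposure at 6 h therefore stays open. For 24 h the 14 puc genes were tried as a marker of the drug; at 6 h they hardly responded to it (median 0.33, 1 called, in the authors' deposited table). Their median in the codY table at 24 h was 1.68, with 1 gene called and a median SE of 1.58, against 8.02 with chloramphenicol and 14 called, in the authors' deposited tables. A small rise says nothing of drug exposure here, because the comparator already had high puc levels. Worked out from means and fold changes, with 3 comparator and 4 codY libraries assumed, pucH stood near 9090 in the comparator at 24 h, against 105 in untreated and 26642 in treated wild type. Over the 14 genes the comparator lay 5.97 above untreated and 1.61 below treated wild type (median log2 ratios), where the medians over well-measured genes were -0.99 and -1.03. With such a comparator, drug exposure and the deletion cannot be told apart for these genes, and why it had high puc levels is not known. The puc list was picked because its genes led the chloramphenicol table.

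The pur and pyr genes had large SEs in the codY table at 6 h. The median log2 ratio of SE to that of genes of like mean was 2.89 for the pur operon, as 1 library apart from the others could give, but without values per library this cannot be told apart from spread shared by all of them. In the chloramphenicol table at 6 h, whose groups are each labelled with 1 treatment, the same ratio was 1.88, so large pur SEs are not particular to the codY table. The pyr operon differed more between the tables. Its ratio was 2.36 in the codY table at 6 h and 0.64 in the chloramphenicol table at 6 h. A group mixing libraries with and without chloramphenicol was also tried: 183 other genes moved 4-fold or more by the drug had a median ratio of 1.14, where a mixture would give 2.17 with an even split or 1.98 with 1 library in 4. These genes are elevated but by less than a mixture would give, and the 2 cannot be told apart on SEs alone.

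Mean counts did not carry over between the codY and chloramphenicol tables. The comparator mean of each gene was worked out from the mean and fold change, assuming 3 wild-type and 4 codY libraries. Over 2241 genes at 6 h the log2 ratio of the 2 comparator means had an SD of 0.884, where the same libraries counted the same way gave 0.066 in simulation and wild-type libraries drawn again gave 0.357. At 24 h the SD was 1.26 over 2120 genes, against 0.087 and 0.304. Restricting to genes of 1000 bp or more gave 0.798 (simulated 0.056) and 1.23 (simulated 0.095), so a different treatment of short genes alone is not enough. Among 36 genes that changed by less than 0.1 in both 6 h tables, where no such working out is needed, the SD of the ratio of means was 0.872. At 24 h, 67 such genes gave an SD of 0.847, below the 1.26 over 2120 genes but above both simulated values. Restricted to 1000 bp or more, such genes gave 0.985 at 6 h (9 genes) and 0.628 at 24 h (26 genes). The 24 h spread was thus smaller where no working out is needed. Set against the means of the drug-treated wild type, the SD was 1.45 at 6 h, further than from the untreated, and 1.11 at 24 h, nearer than the untreated at 1.26 (1.08 against 1.23 among genes of 1000 bp or more). Neither group comes near the simulated values. For example cspB, chosen after its values were seen, had a mean normalized count of 305073 in the chloramphenicol table at 6 h and 20405 in the codY table at 6 h, with fold changes of 0.89 and 0.72, in the authors' deposited tables. The shift also leaned on length: genes under 300 bp stood 0.83 lower than genes of 1000 bp or more at 6 h and 1.19 lower at 24 h on the log2 scale. Libraries of the same kind drawn again vary too little in simulation to account for this. The spread between libraries is known only from the SEs, however. A larger spread, as between separate experiments, was not simulated and stays open. Comparator libraries grown in another way stay open. Another counting of the same untreated libraries stays open at 6 h, beyond the short genes tested, while at 24 h it would have to raise the puc genes by the 5.97 given above. The shared-control simulation above applies only if the libraries were shared.

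The gene sfp, chosen after its values were seen, had a mean count of 542 in the chloramphenicol table at 6 h and was listed at 0 in the codY table at 6 h, in the authors' deposited tables. The log2 ratio of the sum over sfp and its annotated fragments sfpAn and sfpAc was -0.064 between these tables, against a median of -0.196 over all genes, while sfpAn went from 199 to 685 in the authors' deposited tables. This is consistent with reads of one locus being assigned to different entries of the annotation in the 2 kinds of table. Values of sfp should not be compared between them. The genes comS, listed at 0 in all 4 tables, and swrA, with a mean of 0.550 or less in the authors' deposited tables, carry no usable value.

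The small regulator gene degQ, chosen after its values were seen, stood at -4.15 (SE 0.46) at 6 h and -4.77 (SE 0.49) at 24 h in the authors' deposited tables for codY, and at 0.51 and 0.35 under chloramphenicol in the authors' deposited tables. DegQ stimulates the response regulator DegU, so lower DegU activity was tested on 8 genes that DegU activates. In the codY table at 24 h their median was -0.99, at percentile 0.13 of matched lists, with 4 called lower and 1 higher, as lower DegU activity would give. In the codY table at 6 h the median was -0.24 at percentile 22.0, with 3 called higher and 3 lower, and there the explanation can neither be held nor excluded. Under chloramphenicol, where degQ was not called, the list had a median of 0.93 at 6 h, at percentile 99.56, with 4 called higher and 2 lower. Its median with the drug at 24 h was 0.32, at percentile 96.91, with 3 called higher and 0 lower. The list can therefore move without a called change of degQ, so its fall at 24 h is not specific to DegQ. Loss of CodY and a strain difference between the mutant and its comparator both stay open as the origin of the low degQ, and neither was tested.

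The 96 names starting with zp, which have no entry in the annotation used, held 0.531% of the summed means in the chloramphenicol table at 6 h and 0.214% in the codY table at 6 h, with 7 and 11 of them called, in the authors' deposited tables. What these names stand for is not given in the sources used here. The gene antE, chosen after its values were seen, had a log2 fold change of -9.57 with chloramphenicol at 24 h and an SE of 3.89 (adjusted p 0.0736) in the authors' deposited table, so it was not called in spite of its size.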
